A study of Mus musculus with 14 samples.

How the data were processed

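The series comprises 14 samples of E14 mouse embryonic stem cells, in 6 groups by assay and treatment: 4 control and 4 cycloheximide ATAC-seq libraries, 2 H4K16ac ChIP-seq libraries for each condition, and 1 input library for each condition. Groups were taken from the sample titles, descriptions and source names. The data analysed were 2 lists of genomic regions, 1 of peaks gained and 1 of peaks lost after cycloheximide, which the labels attach to the 8 ATAC-seq libraries. Each list is a 4-column text table of chromosome, start, end and a running peak name. The values the authors deposited are positions in base pairs, with no peak height, fold change, p-value or read count for a region and no value for a single library. ATAC-seq extraction and library preparation followed a published protocol, per the labels' protocols. The aligner, peak caller, threshold, differential test, any filter on repeated sequence and the way replicates were combined are not stated in the labels or the files. How these steps shaped the lists could not be examined, and a region near a threshold counts here as much as one far past it. Sequencing depth is unknown, so no statement about precision per region is made.

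The genome build is not named in the labels or the files. Gene names and spans were taken from a RefSeq gene table of assembly GRCm38.p6 with 49943 genes on the 21 chromosomes, of which 21887 are protein-coding. No gained or lost peak lay past the last gene of its chromosome. The build was checked by shifting all peaks together in steps of 5 kb up to 1000 kb in both directions. Of gained peaks, 37 lay within 1 kb of a protein-coding gene boundary unshifted, against a median of 19 and at most 34 over the 400 shifts. Lost peaks gave 7 unshifted against a median of 12, so that this check is informative for the gained list alone. For the lost list, the 2 widest regions each contain whole annotated pseudogenes, which carry names or synonyms of a ribosomal RNA gene and a mitochondrial gene. The positions were therefore read as GRCm38, and they are given 1-based. Gene coordinates of the table are not printed. The table holds neither strand nor sequence. The promoter, exon and intron classes, distance to transcription start sites, GC content, CpG ratio, repeat share and motif tests of the design could thus not be run. They were replaced by tests on gene spans and on both gene boundaries, a choice made after the files were seen. There is no score per region, so tests on a score were not run either.

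Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The peak centre stands for the peak in all tests on genes. Widths and distances were compared on the log10 scale by permutation of list labels (100000 resamples), the distribution over chromosomes by a chi-square statistic with 10000 permutations, and shares of peaks by Fisher's exact test, all two-sided. Spacing within a list and position relative to genes were also set against 1000 random placements of the peak centres on the same chromosomes, between the first and last annotated gene. Random placement ignores assembly gaps and sequence that cannot be mapped. The proximity of the lists was tested by permuting list labels within chromosomes. Distances between peaks are gaps between their edges. Benjamini-Hochberg adjustment was made over 6 comparisons between the lists, over 6 comparisons with random placement, over 21 chromosomes and over 8 gene lists. Gene lists were matched to protein-coding genes, by symbol or synonym for named genes and by the start of the symbol for gene families, giving 73 histone genes, linker histones included, and 25 pluripotency factors. The match for ribosomal protein genes also takes in the ribosomal S6 kinases. Intervals of shares are Wilson 95% intervals, and a count of 0 is given with the share that 3 counts would make.

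The tests were tested on simulated lists of 734 and 454 peaks. Over 100 sets without a difference, 1 to 6 sets passed the threshold of 0.05 for each of 6 tests. Over 100 sets with a planted difference, at least 98 passed for each test. The sets without a difference held no planted clusters within a list, unlike the data. They do not show how often the test of gained and lost neighbours passes when each list is clustered. The planted effects on neighbours and on distance to genes ran opposite to those found in the data. The odds ratio stratified by chromosome passed in 8 of 100 sets without a difference and 99 with one. The design, the gene lists, the rule for named regions and the first group of alternatives were fixed before the data were examined. The regions named were the 3 widest of each list, the densest 100 kb of each list, chromosomes past an adjusted p of 0.05, the gene list with the smallest p, and listed genes within 1 kb of a peak, of which 1 result is not reported here. Pluripotency factors, Myc, the histone genes found by older symbols, and the chromosomes past the unadjusted threshold alone, were named after their values were seen. The first group of alternatives were the upper 50% of each list by width, autosomes alone, counting neighbouring peaks once, other distances and another measure of width. Alternatives chosen after seeing the data were other boundary windows, protein-coding genes alone, a distance limit on the nearest gene, each block of the files alone, joining split peaks, leaving out histone genes, and matching gene families by older symbols too, which gives 85 histone genes.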

Results

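The experiment measured chromatin accessibility in E14 cells, a mouse embryonic stem cell line, before and after inhibition of protein synthesis. Cycloheximide, which blocks translation elongation by the ribosome, was given at 1 µg/ml for 3 hours, and control cells received DMSO. Accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in 4 control and 4 cycloheximide libraries. The series also holds 4 ChIP-seq libraries for H4K16ac, an acetylation of histone H4 found in active chromatin, 2 for each condition, with 1 input library for each condition. The 6 ChIP-seq and input libraries were not analysed here. The question was which regions open and which close when protein synthesis is inhibited, and the data consist of the authors' answer to a single comparison, namely a list of regions that gained accessibility after cycloheximide and a list of regions that lost it. Each list gives positions only. The read depth of the libraries, the size of each change and the variation between the 4 replicates are therefore unknown, and every test below treats a listed region as 1 observation. The intervals cover the counting error of peaks and no replicate error.

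The authors' deposited table of gained peaks held 734 regions and that of lost peaks held 454. Gained peaks made up 61.8% of the listed regions (Wilson 95% interval 59.0% to 64.5%), which differed from an equal split (exact binomial test, two-sided, p = 4.22e-16). Of the alternative treatments of the lists, the one that moved this share most was restricting each list to the first of its 2 sorted blocks, where it was 65.5%. Gained peaks covered 379 kb in total and lost peaks 229 kb. No gained peak overlapped a lost peak by even 1 bp, where 0 of 734 allows a share of up to 0.409%. Both lists come from a single comparison, so that this 0 has no test and the bound measures no precision.

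Gained peaks were narrower at the median and more variable in width. The median width was 355.5 bp for gained peaks, with quartiles at 242 and 601 bp, and 440 bp for lost peaks, with quartiles at 322 and 596 bp. The difference in median log10 width was -0.093 (permutation test, two-sided, p = 1e-05, the smallest that the permutations can give; adjusted over 6 comparisons between the lists, 3e-05). The alternative that moved it most, apart from selecting peaks by width, was the first block of each list, where it was -0.025 and did not pass the threshold (permutation test, p = 0.444). The gained list holds 19 pairs of peaks within 50 bp of each other and the lost list 0. With such peaks joined and peaks under 100 bp left out, the difference was -0.065 (permutation test, p = 0.00121). How the lists were made is not known and limits any comparison of widths. Both ends of the distribution held more gained peaks. Widths over 1000 bp were found for 84 gained peaks (11.4%) and 16 lost peaks (3.52%), a limit chosen after the widths were seen (Fisher's exact test, two-sided, p = 8.34e-07). Widths under 100 bp were found for 17 gained peaks (2.32%) and 1 lost peak (0.220%; Fisher's exact test, two-sided, p = 0.00266). The narrowest gained peak spanned 5 bp and the narrowest lost peak 96 bp.

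**Figure D1:**
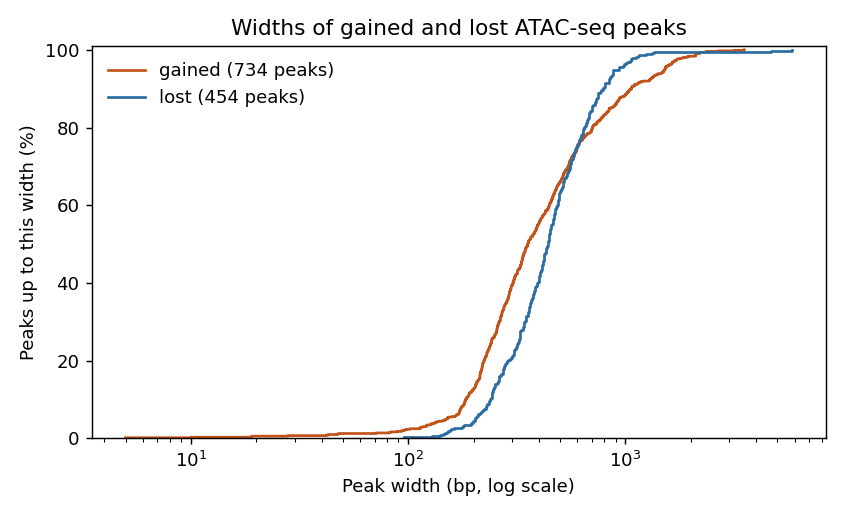
Cumulative share of peaks (%, vertical axis) against peak width (bp, log scale) for the 734 gained and 454 lost peaks. The gained curve lies to the left at its median of 355.5 bp against 440 bp for the lost curve, and the curves cross before 1000 bp, above which 11.4% of gained and 3.52% of lost peaks lie.

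The 3 widest regions of each list were examined one by one. In the authors' deposited table of lost peaks, the widest region spanned 5852 bp on chromosome 17, from 39842988 to 39848839, and contained the whole of Rn18s-rs5, annotated as a pseudogene and named for 18S ribosomal RNA. The next, in the same authors' deposited table, spanned 4674 bp on chromosome 1, from 24611527 to 24616200, and contained the pseudogenes Gm10222 and Gm10925, the latter carrying the synonym mt-Atp6, a mitochondrial gene. The third spanned 4014 bp on chromosome 14, from 19415701 to 19419714, lay outside annotated genes, and had the boundary of Gm9637 nearest at 12615 bp. The next widest lost peak was 1360 bp. In the authors' deposited table of gained peaks, the widest region spanned 3525 bp on chromosome X, from 91840914 to 91844438, outside annotated genes and 59700 bp from the nearest protein-coding gene boundary, that of Mageb5. The second in the authors' deposited table spanned 3175 bp on chromosome Y, from 90810135 to 90813309, also outside annotated genes. The third spanned 2659 bp on chromosome 2, from 56798669 to 56801327, with its centre inside Gm33458.

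The lists were spread over the chromosomes in different proportions (chi-square statistic 41.5 over 21 chromosomes, p = 0.003 from 10000 permutations of the list label; adjusted over the 6 comparisons, 0.0036). The alternative that moved this most was keeping the first block of each list, where the statistic was 26.4 and p was 0.144. Chromosome by chromosome, 2 of 21 passed an adjusted p of 0.05 and 4 passed an unadjusted p of 0.05. Chromosome 3 held 69 gained peaks (9.40% of the list) and 20 lost peaks (4.41%), an odds ratio of 2.25 (Fisher's exact test, two-sided, p = 0.00139, Benjamini-Hochberg adjusted p = 0.0204). Chromosome X held 39 gained peaks (5.31%) and 8 lost peaks (1.76%), an odds ratio of 3.13 (Fisher's exact test, two-sided, p = 0.00194, adjusted p = 0.0204). Chromosome 2 leaned the other way, with 56 gained peaks (7.63%) and 53 lost peaks (11.7%), but did not pass after adjustment (Fisher's exact test, p = 0.0226, adjusted p = 0.158). The same held for chromosome 19, with 9 gained and 13 lost peaks (Fisher's exact test, p = 0.0478, adjusted p = 0.251). Over the autosomes alone the difference remained past the threshold (chi-square statistic 31.8, permutation p = 0.0226).

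**Figure D2:**
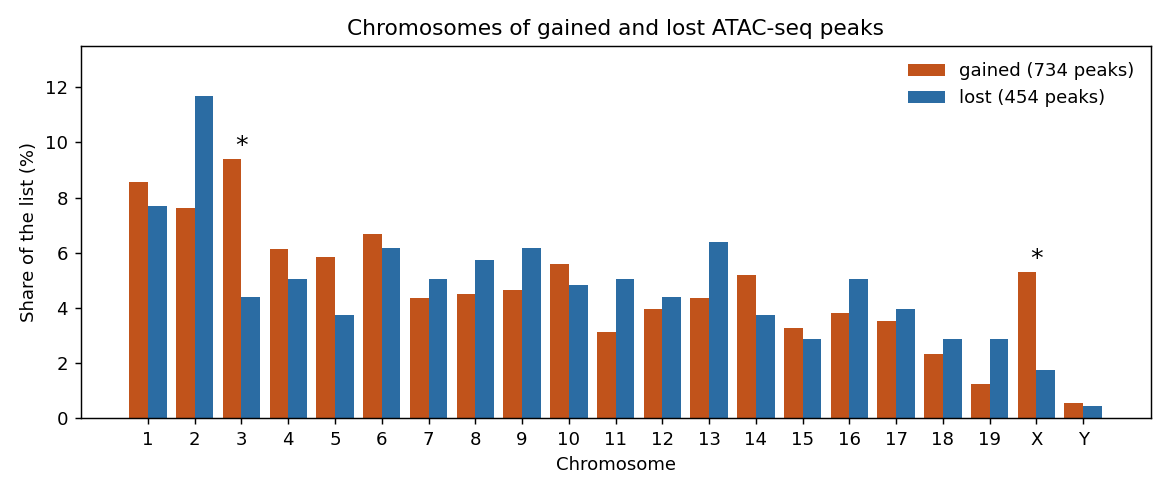
Share of each list (%, vertical axis, from 0) on each chromosome, for 734 gained and 454 lost peaks. Stars mark chromosomes 3 and X, where Fisher's exact test gave an adjusted p of 0.0204, and both held a larger share of the gained list.

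Peaks of one list lay close together more often than randomly placed peaks did. Among gained peaks, 60 (8.17%) had another gained peak within 10 kb, against 0.580% ± 0.385 (SD over 1000 random placements on the same chromosomes; n = 734 peaks, p = 0.002, two-sided, the smallest these placements can give; adjusted over 6 comparisons with random placement, 0.004). Among lost peaks, 36 (7.93%) had another lost peak within 10 kb, against 0.380% ± 0.410 (SD over 1000 placements; n = 454 peaks, p = 0.002, adjusted 0.004). Part of the gained value came from peaks within 50 bp of each other. When such peaks were joined and peaks under 100 bp left out, an alternative chosen after seeing the data, the gained share fell to 2.84% against 0.579% at random, while the lost share was 7.95%. The densest 100 kb of the gained list held 4 peaks, which in the authors' deposited table ran from 96238332 to 96313223 on chromosome 3, with the histone genes H3c15, H4c14 and H3c13 nearest to 3 of the peaks and the tRNA gene n-TNgtt4 nearest to the other. The densest 100 kb of the lost list also held 4 peaks, which in the authors' deposited table ran from 8569274 to 8589592 on chromosome 11, inside the gene Tns3.

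Gained and lost peaks seldom lay near each other. Only 14 gained peaks (1.91%) had a lost peak within 100 kb, against 7.34% ± 0.725 (SD) when list labels were permuted within chromosomes 10000 times (p = 0.0002, two-sided, the smallest these permutations can give; adjusted 0.00036). With peaks of one list within 10 kb counted once, the observed share was 1.99% and the permuted share 4.09% (permutation p = 0.0002). Within 1 Mb, 28.1% of gained peaks had a lost peak against 35.9% under permutation (p = 0.0002). Within 10 kb none had, and 0 of 734 allows up to 0.409%.

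The position of peaks relative to genes was then compared. Gene spans came from the RefSeq table of mouse assembly GRCm38.p6, which gives no strand, so that transcription start sites could not be told from transcript ends and both are called boundaries here. The centre of a gained peak lay inside an annotated gene for 259 of 734 peaks (35.3%, Wilson 95% interval 31.9% to 38.8%), and the centre of a lost peak for 236 of 454 (52.0%, 47.4% to 56.5%). The difference was -16.7 percentage points, with an odds ratio of 0.504 (Fisher's exact test, two-sided, p = 1.67e-08, adjusted over the 6 comparisons 1e-07). The alternative that moved it most was the first block of each list, where it was -8.30 percentage points and did not pass the threshold (Fisher's exact test, p = 0.177). Randomly placed gained peaks lay inside genes in 47.2% ± 1.88 (SD over 1000 placements), above the observed share (n = 734 peaks, p = 0.002, adjusted 0.004). Randomly placed lost peaks did so in 48.6% ± 2.31 (SD), which did not differ from the observed share (n = 454 peaks, p = 0.16, adjusted 0.24). Counting protein-coding genes alone, 189 gained peaks (25.7%) and 192 lost peaks (42.3%) lay inside a gene (Fisher's exact test, p = 5.04e-09). The median distance from a peak centre to the nearest gene boundary was 22572 bp for gained and 14132 bp for lost peaks, a difference of 0.203 in median log10 distance (permutation test, two-sided, p = 0.00024, adjusted 0.00036). Among the upper 50% of each list by width this difference was 0.136 and did not pass the threshold (permutation p = 0.0722).

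**Figure D3:**
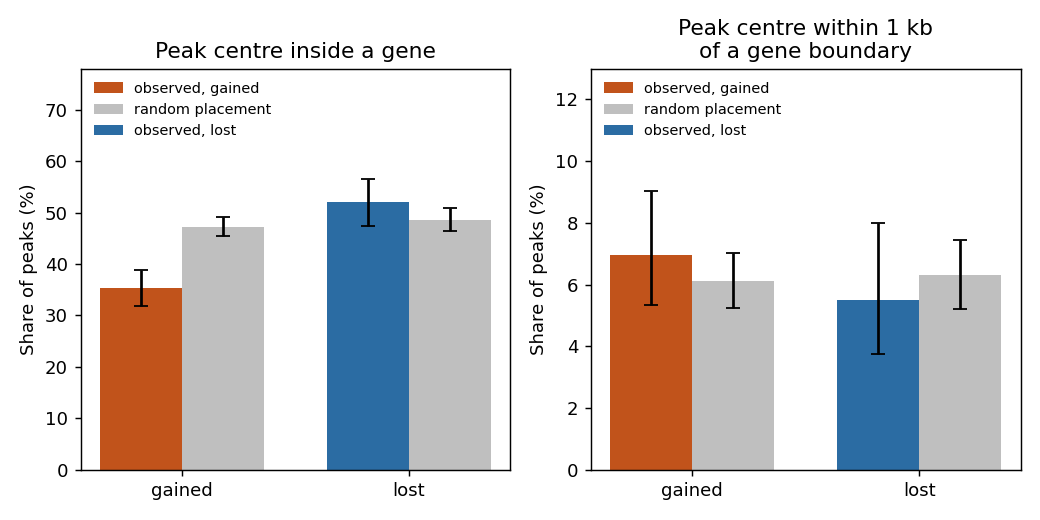
Share of peak centres (%, vertical axes, from 0) inside a gene (left) and within 1 kb of a gene boundary (right), for gained and lost peaks, with Wilson 95% intervals, beside the mean ± SD of 1000 random placements in grey. The gained list lies below random placement inside genes, at 35.3% against 47.2%, and the shares within 1 kb of a boundary lie within the spread of random placement.

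Few peaks of either list lay at gene boundaries. Within 1 kb of a boundary of any annotated gene were 51 gained peaks (6.95%, Wilson 95% interval 5.32% to 9.02%) and 25 lost peaks (5.51%, 3.76% to 8.0%), which did not differ (Fisher's exact test, two-sided, p = 0.393). Neither share differed from random placement, at 6.13% ± 0.893 (SD) for gained peaks (n = 734 peaks, p = 0.404) and 6.32% ± 1.11 (SD) for lost peaks (n = 454 peaks, p = 0.527). This result depended on the gene set. At boundaries of protein-coding genes there were 37 gained peaks (5.04%) and 7 lost peaks (1.54%; Fisher's exact test, p = 0.00142), against random shares of 2.96% and 3.08%. With a window of 5 kb around the boundaries of all genes the direction reversed, to 132 gained peaks and 106 lost peaks, a difference of -5.36 percentage points (Fisher's exact test, p = 0.0304).

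The genes nearest to the peaks were compared with 8 lists of genes, covering immediate early genes, histone genes (core histones and the linker histone H1), ribosomal protein genes, pluripotency factors, homeobox clusters, genes of the 2-cell stage, p53 targets, and chromatin remodelers and acetyltransferases. No list differed between gained and lost peaks after adjustment over the 8 lists. At an unadjusted p of 0.05, 2 lists passed, those of histone genes and of pluripotency factors. A histone gene was nearest to 8 gained peaks and to 0 lost peaks (Fisher's exact test, two-sided, p = 0.0271, adjusted p = 0.132), where 0 of 454 allows a share of up to 0.661%. Gene families were matched by current symbol. With older symbols matched too, an alternative chosen after seeing the data, 10 gained and 0 lost peaks had a histone gene nearest (Fisher's exact test, p = 0.0166, adjusted p = 0.132). By current symbol, joining peaks within 50 bp and leaving out peaks under 100 bp gave 7 gained and 0 lost peaks (Fisher's exact test, adjusted p = 0.188). Counting peaks within 10 kb once gave 6 gained and 0 lost peaks (Fisher's exact test, adjusted p = 0.353). A pluripotency factor was nearest to 1 gained peak and to 5 lost peaks (Fisher's exact test, p = 0.033, adjusted p = 0.132). These 5 lost peaks lay nearest to Zfp42 (2 peaks), Klf5, Dppa2 and Pou5f1. The distance to the gene boundary was 1212 bp for the Pou5f1 peak, which lies outside the 1 kb window, and 11334 bp for the Klf5 peak. The gained peak lay nearest to Klf4, at 2039 bp from the boundary, closer than 4 of the 5 lost peaks to theirs. With protein-coding genes alone, a pluripotency factor was nearest to 3 gained and 7 lost peaks (Fisher's exact test, adjusted p = 0.148). For the other lists, an immediate early gene was nearest to 0 gained and 2 lost peaks, both nearest to Myc at 20538 and 22363 bp from its boundary, and a ribosomal protein gene to 0 gained and 1 lost peak. A 2-cell stage gene and a p53 target were each nearest to 1 gained and 0 lost peaks. No peak of either list had a gene of the homeobox clusters nearest to it.

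All 8 gained peaks with a histone gene nearest by current symbol lay within 1 kb of that gene's boundary, 6 at core histone genes and 2 at genes of the linker histone H1. In the authors' deposited table, 5 of them were on chromosome 13 and 3 on chromosome 3. The gained peak at H3c11 ran from 21782475 to 21783545 on chromosome 13. On the same chromosome in the authors' deposited table, the peak at H1f4 ran from 23620932 to 23622658, that at H1f1 from 23763421 to 23764942, and those at H2bc1 and H2ac1 from 23933675 to 23934075 and from 23934100 to 23934717. On chromosome 3 in the authors' deposited table, the peak at H3c15 ran from 96238332 to 96240534, that at H4c14 from 96262213 to 96263538 and that at H3c13 from 96268535 to 96270320. The peaks at H3c11, H1f4, H1f1, H3c15, H4c14 and H3c13 each contained the whole gene, and those at H2bc1 and H2ac1 did not. The peak at H3c15 also contained the whole of H2ac19, and that at H3c13 the whole of H2bc18. The 8 widths ranged from 401 to 2203 bp with a median of 1424 bp, and all 8 were wider than the gained median of 355.5 bp. The 2 further peaks found by older symbols ran, in the authors' deposited table, from 58948570 to 58949358 at H2bu2 and from 58954270 to 58955196 at H2aw, both on chromosome 11 and within 1 kb of the gene's boundary. Histone genes are members of multigene families, and the sharing of reads between members of a family was not tested. No lost peak lay within 1 kb of a boundary of a listed gene.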

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

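Of 16 results, 7 kept their direction and their side of the threshold of 0.05 under every alternative that was run for them, which were 18 in all over the 16 results. The 7 are the excess of gained over lost peaks, the spacing within the gained and within the lost list, the rarity of gained and lost neighbours, the share of lost peaks inside genes against random placement, and the 2 gene lists. The last 3 did not pass the threshold in any setting. For the gene lists this says little about their stability, since the counts of listed genes are small, with 1 gained and 1 lost peak nearest to pluripotency factors in the first block. For neighbours this leaves out counting peaks within 100 kb once, where the direction was opposite in a test that its construction makes void. The settings counted for neighbours all used permuted labels, so that clusters within each list may account for this stability. The 0 shared peaks have no test and stayed at 0. Of 126 recomputed values, 108 held, 8 weakened past the threshold, 5 became stronger and 5 reversed.

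The upper 50% of each list by width held 367 gained and 227 lost peaks. There the width difference reversed to 0.0029 (permutation p = 0.84). This 1 of the 5 reversals follows from selecting peaks by the width that is compared, since the medians of these peaks are near the upper quartiles of the lists, and it says nothing about stability. The chromosome statistic fell to 27.3 (permutation p = 0.118) and the distance difference to 0.136 (permutation p = 0.0722). The share of gained peaks inside genes rose to 42.2% against 47.2% at random (n = 367 peaks, p = 0.0719). The share of gained peaks at boundaries rose to 9.26%, past the threshold against random placement (n = 367 peaks, p = 0.032). The difference in the share inside genes fell to -8.87 percentage points and stayed past the threshold (Fisher's exact test, p = 0.0418). For the share of gained peaks inside genes, the 367 narrower peaks, as many as the wider ones, gave 28.3% (n = 367 peaks, p = 0.002 against random placement), so that the weakening goes with width and not with the number of peaks. For the other results the cause was not tested.

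The first block of each list holds 194 gained and 102 lost peaks. There permutation gave p = 0.144 for the chromosome statistic of 26.4, p = 0.0983 for the distance difference of 0.146 and p = 0.444 for the width difference of -0.025. The difference inside genes was -8.30 percentage points (Fisher's exact test, p = 0.177) and the share of gained peaks inside genes 40.7% (n = 194 peaks, p = 0.0579). The share of lost peaks at boundaries reversed to 6.86% against 6.37% at random (n = 102 peaks, p = 0.987). The block has fewer peaks and also smaller differences, and the cause was not tested. In the second block all of these tests kept their side of the threshold.

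Results at gene boundaries moved with the definition, and the cause was not tested. These alternatives and the blocks were chosen after seeing the data. With a window of 500 bp, gained peaks lay at boundaries in 5.31% against 3.29% at random (n = 734 peaks, p = 0.00799). With 5 kb the gained share reversed to 17.98% against 22.9% at random (n = 734 peaks, p = 0.002). The difference between the lists reversed to -5.36 percentage points (Fisher's exact test, p = 0.0304). With protein-coding genes alone, gained peaks were above random placement (5.04% against 2.96%, n = 734 peaks, p = 0.004) and lost peaks below it (1.54% against 3.08%, n = 454 peaks, p = 0.044). The difference of 3.50 percentage points passed the threshold (Fisher's exact test, p = 0.00142). Without the 8 peaks at histone genes, the gained share was 5.92% against 6.12% at random (n = 726 peaks, p = 0.895), a reversal within the spread of placement.

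No paired analysis was possible because the lists hold no values for single libraries, although control and cycloheximide libraries share replicate numbers. Leaving out each replicate in turn was not run for the same reason. Spacing within a list has no value once neighbours are counted once, and the share of gained peaks is fixed in the upper 50% of each list. Alternatives for promoter share, gene features, distance to transcription start sites, GC content, CpG ratio, repeats, motifs and the authors' score were not run, because those results were not computed. The depth of the libraries, which is unknown, limits every result, since a region absent from both lists may be unchanged or too shallowly covered. For the 7 lost peaks (1.54%) at protein-coding boundaries, the small count limits any comparison of gene kinds there.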

Other observations

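The tests in this part on histone loci, on split peaks, on the blocks of the files, on narrow peaks, on counting peaks within 10 kb once and on random neighbours were chosen after the result was seen. Some criteria were also changed after results were seen. For random neighbours the threshold was moved from 0.05 to 0.01 once p was known to be 0.04995, and the tests of the blocks first compared p-values, by which the width difference between the lost blocks would have counted. Counting peaks within 100 kb once was first read as deciding, and local gene density was first compared by medians, then by means. No biological explanation beyond the treatment itself can be tested, since each list already is the contrast between treated and control cells.

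The lower share of gained peaks inside genes is a pattern that several technical properties of the lists leave in place. The unstratified odds ratio was 0.504. Stratified by chromosome, the Mantel-Haenszel odds ratio was 0.548, by 5 classes of the number of protein-coding genes within 500 kb it was 0.551, and by 5 classes of peak width it was 0.540 (each p = 1e-04 from 10000 permutations of list labels within strata, the smallest they can give). After peaks within 50 bp were joined and peaks under 100 bp left out, it was 0.502 (Fisher's exact test, p = 2.46e-08). These values argue against chromosome composition, peak width or split peaks as the whole cause. The value by width is an average, since the difference varied with width, as the next paragraph gives. For local gene density the value says little. The number of protein-coding genes within 500 kb did not differ between the lists (means 7.32 and 7.52, permutation test, p = 0.718). Distance to protein-coding genes, which did differ, was not used for strata. Sequence composition, mappability and the authors' filters stay open, because neither sequence nor signal was analysed here. A change in accessibility outside genes after cycloheximide may also contribute, as an untested hypothesis. The difference also did not pass the threshold in the first block of each list (-8.30 percentage points).

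Within the gained list the deficit was concentrated in narrow peaks. Of 367 gained peaks at or below the median width, 104 (28.3%) lay inside genes, against 155 of the 367 wider ones (42.2%; Fisher's exact test, p = 0.000109). In the lost list the shares were 52.9% and 51.1% (Fisher's exact test, p = 0.778). The odds ratio of narrow against wide differed between the lists by a factor of 0.505 (Wald test of the interaction, n = 734 and n = 454 peaks, p = 0.00518). A candidate explanation, that narrow gained peaks are background scattered evenly over the genome, predicts the random share of 47.2% ± 2.67 (SD over 1000 placements), and the observed 28.3% lay below it (n = 367 peaks, p = 0.002, the smallest these placements can give). Background that favours sequence outside genes, for example AT-rich sequence, stays open and would need the genome sequence.

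The 8 gained peaks at histone genes failed the adjustment over 8 gene lists in the comparison with lost peaks, where only 7 lost peaks lie within 1 kb of any protein-coding gene boundary. Set against random positions at protein-coding gene boundaries, they stood out. Of the 37 gained peaks within 1 kb of a protein-coding gene boundary, 8 (21.6%) were at histone genes. In 10000 draws of 37 random positions within 1 kb of such boundaries, the mean was 0.0717 and the largest number was 3 (n = 37 peaks, p = 1e-04, the smallest the draws can give). This argues against gained peaks spread evenly over protein-coding gene boundaries. The draws weigh all such boundaries alike, open in these cells or not. They do not show that histone genes gained peaks more often than other open boundaries. Near such boundaries, 8 of 37 gained and 0 of 7 lost peaks were at histone genes, which did not differ (Fisher's exact test, p = 0.318). One locus as the source of all 8 peaks is excluded, since they lie on 2 chromosomes. Parted where they are over 100 kb from each other, they form 5 loci. The loci on chromosome 13 lie between 21782475 and 23934717 and need not be independent. Some of the 8 are close neighbours, and those at H2bc1 and H2ac1 lie within 50 bp of each other. The count was 7 with peaks within 50 bp joined, and 6 with peaks within 10 kb counted once. The draws were compared with the count of 8 only. The match by current symbol missed 2 peaks. With older symbols there were 10 of the 37 peaks, at 6 loci on 3 chromosomes, and the largest number in 10000 draws was again 3. Reads shared between members of a histone gene family stay open and were not tested. A hypothesis for a closer look is that histone genes opened, or that their transcription rose, after 3 hours of cycloheximide, which may be tested on the reads over whole histone clusters. Of these 8 peaks, 6 are in the first block of the gained list, which holds 26.4% of it.

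The gained list holds closely abutting peaks. In it 19 pairs of neighbouring peaks lay within 50 bp, with the smallest gap at 1 bp, and in the lost list 0 pairs did. The limit of 50 bp was chosen after seeing the data, and the smallest gaps in the lost list were 58, 76 and 97 bp, so that within 100 bp there were 23 gained and 3 lost pairs. Gained peaks under 100 bp had a gained peak within 50 bp in 5 of 17 cases (29.4%), and longer ones in 32 of 717 cases (4.46%), an odds ratio of 8.92 (Fisher's exact test, p = 0.000985). This is consistent with peaks cut into pieces while the gained list was made, but 12 of the 17 short peaks have no such neighbour. The 2 blocks trimmed against each other would give pairs that join the blocks, and 0 of the 19 pairs did, where 7.39 would by chance (exact binomial test, p = 0.000154). The lists may have been made with different interval operations, which would limit the comparison of widths. After joining and leaving out short peaks the width difference was -0.065.

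Each list consists of 2 sorted blocks, with the chromosome order starting again after peak 194 of the gained list and after peak 102 of the lost list. No label says what separates them. Position inside genes does not separate them, since 40.7% of the first gained block and 33.3% of the second lay inside genes (Fisher's exact test, p = 0.0666), and 49.0% and 52.8% in the lost list (p = 0.502). Nor does a width limit, since 100% of the first-block peaks of either list lay within the width range of the second block, though the median width in the lost list was 401.5 bp in the first and 451 bp in the second block (permutation test, p = 0.0306). The share in the first block was 26.4% of gained and 22.5% of lost peaks (Fisher's exact test, p = 0.129). The distribution over chromosomes differed between the gained blocks (chi-square statistic 31.9, permutation p = 0.0426) and not detectably between the lost blocks (permutation p = 0.241), without adjustment for the number of block comparisons. The blocks matter because the differences in width, chromosomes and gene position passed the threshold in the second block and not in the first. Whether the blocks differ in these effects was not tested.

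The share of gained peaks among all listed peaks of a chromosome fell with the number of protein-coding genes per Mb across the 21 chromosomes (Pearson's r = -0.548, permutation p = 0.00974; Spearman's rho = -0.547, permutation p = 0.0109). Without chromosomes 7 and 11, the 2 farthest from the median gene density, r was -0.545 (permutation p = 0.0158). Over the 19 autosomes r was -0.508 (p = 0.027) and rho -0.430 (p = 0.0671). Chromosomes differ in many properties that go with gene density, and this single relation may stand for any of them. At the level of single peaks the number of protein-coding genes within 500 kb did not differ, with a mean of 7.32 around gained and 7.52 around lost peaks (permutation test, p = 0.718; medians 4 and 5, p = 0.859). The median distance to the nearest boundary of a protein-coding gene did differ, at 71037 bp for gained and 35636 bp for lost peaks (permutation test, p = 1e-05). The measures of the neighbourhood thus differ in outcome, and gene density as such remains uncertain as the source of the chromosome pattern.

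Gained and lost peaks were rarely neighbours, and the reason is only partly resolved. Counting peaks of one list within 10 kb of each other once left 1.99% of gained peaks with a lost peak within 100 kb, against 4.09% under permuted labels, so that such close clusters are not the whole cause. Counting peaks of one list within 100 kb once gave 2.06% against 0.960% under permuted labels, the opposite direction (permutation p = 0.0002). This test decides nothing, because after such counting every neighbour within 100 kb is from the other list by construction, and permuting labels turns part of these pairs into pairs of one list. Gained peaks placed at random had a lost peak within 100 kb in 3.20% ± 0.656 (SD over 1000 placements), against 1.91% observed, with p = 0.04995 for n = 734 peaks, and the same p with neighbours within 10 kb counted once. By the first threshold of 0.05 this would argue against clusters within each list alone. Whether gained and lost peaks avoid each other, or merely cluster in separate places, cannot be told apart at this margin. Broad regional differences in coverage between the conditions may give such a separation, and reading the signal in both conditions over large windows would test it.

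The 3 widest lost regions, of 4014 to 5852 bp against 1360 bp for the next, stand apart in the lost list. As the report gives, 2 of them contain annotated pseudogenes with a ribosomal RNA name or a mitochondrial synonym. No test of repeated sequence was made, and these regions are reported as values only.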
